A study of Mus musculus with 8 samples. Its data were reported in "Live imaging and multimodal profiling reveal transdifferentiation of a cochlear supporting cell subpopulation upon Notch inhibition" (2026).

How the data were processed

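Cochlear explants from mice at postnatal day 0 were cultured for 24 h with compound E at 2 µM or with its solvent DMSO, dissociated in 0.125% trypsin, and used for nuclei. Compound E inhibits γ-secretase, the protease that releases the active intracellular part of Notch receptors. Each treatment had 2 replicates, which the study describes as independent biological replicates, and each replicate gave an RNA library and an ATAC library from the same nuclei by 10x Genomics multiome (8 samples, treated here as 4 paired libraries named DMSO 1, DMSO 2, CompE 1 and CompE 2). Groups and replicate numbers came from the sample labels.

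The authors trimmed the reads and processed each library on its own with Cell Ranger ARC on mm10. The submitters' processing notes also name Seurat and DESeq2. The version of Cell Ranger ARC is not given in the sources used here. The deposited lists give, for each library, the barcodes called as nuclei and the ATAC peaks called over all of its nuclei, with no height or p-value per peak. CompE 2 held exactly 20000 barcodes, a round number that may be an upper limit of the calling and not its number of nuclei. The deposited matrix of DMSO 2 holds raw counts, UMIs for genes and transposition sites for peaks, without normalization by the authors. Of its peak values above 0, 92.0% were even, because a fragment has 2 ends. The matrices of the other 3 libraries were not analysed here. Treatment was therefore compared on peak lists, and cell classes were compared inside DMSO 2. Peaks at 1 interval were left out of all 4 lists, and the results there, like those of some genes, are not reported here.

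Peak lists depend on how many nuclei and reads a library holds, since deeper libraries give more peaks. They say whether a region passed the caller, not how open it was. They also pool all cell types of the explant, so that a response confined to a rare class moves them little. Peaks of the 4 lists were merged into regions where they overlapped by at least 1 bp, and a library held a region if a peak of its own overlapped it. All presence patterns were counted. A gene had a promoter peak if a peak overlapped the interval spanned by its transcription start sites, extended by 500 bp on each side. Start sites were taken from GENCODE mouse release 21, on the same build as mm10, and 32235 of the 32285 genes in the files matched by identifier. The design had assumed start sites given by the files themselves. Coordinates are 1-based on mm10.

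Peak coverage of a gene was the base pairs of called peaks within 50 kb of its start sites, scaled to the same total per library. It was compared between treatments with limma 3.58.1 in R 4.3.3 on log2(base pairs + 200), with a two-sided test, Benjamini-Hochberg adjustment, a threshold of 0.05 and 2 residual degrees of freedom per gene. Genes under 1000 scaled base pairs on average were left out. The pseudocount makes log2 changes of thinly covered genes smaller than they are. Each fixed list was summarised by the median log2 change of its genes and by the percentile of that median among 10000 random lists of the same size matched on mean coverage, which describes these libraries and is not a test of the treatment. The model was tested on simulated data with 200 changed genes among 27603. It called 0 genes changed 2-fold, 21 (10.5%) changed 4-fold and 148 (74%) changed 16-fold, with 0, 0 and 2 false calls. The simulated noise was independent between genes and of equal spread in all 4 libraries. In the real data DMSO 2 stood apart over many genes, so the number of false calls does not carry over. The 4 libraries make 3 splits of 2 against 2, so that no permutation of the labels could reach a p-value of 0.05.

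Nuclei of DMSO 2 were kept with at least 500 UMIs, 250 genes and 500 peak counts and a mitochondrial share up to 20%. This left 5474 of 5615 barcodes. Scrublet as implemented in scanpy 1.11.5 marked 420 of them as doublets (7.67%, score threshold 0.14), which were removed. The remaining 5054 nuclei were clustered with 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1. The reported gene lists other than housekeeping genes, and a seeded random selection of about as many other non-marker genes as were left in, were kept out of the clustering. These were 16134 genes in all, and their levels did not define the classes. Housekeeping genes were kept out only where the random selection took them. Clusters were named from 18 marker lists. A name required a mean log2 ratio of its markers over all other nuclei of at least 1, at least 3 detected markers, and no contrary leading genes. After the clusters had been seen, 2 conditions were added: globins counted as 1 marker, and the best list had to lead the second by at least 1 on the log2 scale.

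RNA was summed per class and expressed as CPM, the count scaled to the UMI total of the class. Peak counts were converted to fragments, counting each pair of transposition sites once, and scaled in the same way to the fragment total of the class. The design had named peak counts, and fragments were used because the paired ends of a fragment are not independent. Levels carry exact Poisson intervals, ratios exact conditional intervals and shares exact Clopper-Pearson intervals, all at 95%. With a single library these cover counting error only, no p-value is given, and the words higher and lower describe this library. A ratio against a class with 0 counts is given as at least the ratio to 3 counts in that class, which leaves out the counting error of the other class. A share of 0 is given with a limit of 3 nuclei, on nuclei with a UMI and not on nuclei that express the gene. On simulated counts the intervals held the true ratio for 96.1% to 96.9% of genes. Of 200 genes changed 4-fold, the interval lay beyond 2-fold for 170 between hair cell-like and Deiters/pillar-like nuclei and for 159 between the supporting cell classes.

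The lists, the tests of treatment and cell class given in the report and the rule for named genes were fixed before the data were examined. Some tests of the closing section were chosen later, as said there. The rule took all loci singled out by the study and all Notch targets, every listed gene whose promoter peak followed treatment, the 5 genes each way with the smallest p where no gene passed, and the 10 genes each way with the largest class ratio among genes kept out of the clustering with at least 30 UMIs and an interval beyond 2-fold. For that ranking a small constant was added to the UMIs of both classes. A gene with 0 UMIs in a class can therefore rank above one with a larger printed ratio. Genes of the fixed lists were described by list where the classes compared held at least 10 UMIs. Markers and regions named outside that rule were chosen after their values were seen. Alternatives changed the window to 10 kb, the promoter flank to 2000 bp, the pseudocount, the scaling, the measure, the filters, the overlap, the doublet removal and the clustering resolution, added the replicate number as a block, and left out each library in turn. Motifs were counted in the reference sequence with Python 3.11.15, samtools 1.23.1 and pysam 0.24.0.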

Results

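To ask how blocking Notch signalling alters chromatin in the newborn mouse cochlea, nuclei were profiled from explants cultured for 24 h with compound E or DMSO. The cochlear explant holds sensory hair cells and the supporting cells around them (Deiters, pillar, inner phalangeal and border cells), together with nonsensory epithelium, glia, neurons and mesenchyme. DMSO 1 held 16790 nuclei and 156956 usable ATAC peaks, and DMSO 2 held 5615 nuclei and 92099 peaks. CompE 1 held 18101 nuclei and 159470 peaks, and CompE 2 held 20000 barcodes called as nuclei and 129152 peaks. Peak width differed along with list length, from 867.6 ± 105.0 bp in CompE 1 (SD over peaks) and 867.9 ± 105.9 bp in DMSO 1 to 961.5 ± 203.8 bp in CompE 2 and 1014.3 ± 247.2 bp in DMSO 2. The count matrix used for DMSO 2 held 26594054 UMIs.

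The promoter intervals of all listed Notch pathway genes held a called peak with and without compound E. All 7 Notch target genes of the fixed list (Hes1, Hes5, Hey1, Hey2, Heyl, Lfng and Nrarp) and all 22 pathway components, from the receptor Notch1 to the nuclear effector Rbpj, carried a promoter peak in each of the 4 libraries, as did 14 of 14 housekeeping genes. A peak anywhere between the first and last start site counts, so wide intervals take in peaks inside the gene. Start sites ran from 13297957 to 13662460 in Maml2 and from 53466152 to 53645738 in Rbpj. Of all genes, 62.7% had such a peak in DMSO 1, 58.4% in DMSO 2, 62.7% in CompE 1 and 61.3% in CompE 2. A peak in every library therefore does not show that these promoters were unaffected by compound E. Among 16 hair cell regulators, promoter peaks were present for 15 in DMSO 1, 12 in DMSO 2, 15 in CompE 1 and 16 in CompE 2. Neurod6 (ENSMUSG00000037984), a neurogenic basic helix-loop-helix factor, was the only gene of the non-marker lists with a promoter peak in both CompE libraries and in neither DMSO library. Its peak lay on chromosome 6 from 55680634 to 55681808, over the first exon and the start site, and with the promoter flank widened to 2000 bp the pattern was no longer seen. The promoter of Pou4f3, a transcription factor required for hair cell survival, was called in DMSO 1 and CompE 2 and in neither of the others, and with the 2000 bp flank it was called in all 4 libraries. The promoters of Gfi1, Insm1 and Pax2 were called in all libraries except DMSO 2, which had the shortest list, and with the 2000 bp flank that of Insm1 was called there too.

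Across all genes, 106 had a promoter peak in both CompE libraries alone and 35 in both DMSO libraries alone. These counts lay within the range of patterns that did not follow treatment, which ran from 26 genes for DMSO 2 with CompE 1 to 468 genes for DMSO 1 with CompE 1. Leaving out a library drops what was asked of it, presence for its own treatment and absence for the other, and the counts then were 960 and 175 without DMSO 1, 141 and 298 without DMSO 2, 267 and 110 without CompE 1, and 369 and 72 without CompE 2. Among cell type markers, Grxcr1 of hair cell bundles, Epyc of the greater epithelial ridge and Mlana of melanocytes followed the same pattern as Neurod6, and these 3 were noticed after the lists had been compared.

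Most accessible regions did not follow treatment. The 4 lists merged into 189131 regions, of which 80147 (42.38%) were called in every library. Both CompE libraries alone shared 3603 regions and both DMSO libraries alone shared 733, whereas DMSO 1 and CompE 1 alone shared 22875. The remaining pairs shared 2923 regions (DMSO 1 with CompE 2), 1442 (DMSO 2 with CompE 2) and 649 (DMSO 2 with CompE 1). By the share of their joint regions held in common (Jaccard index), the closest pair was DMSO 1 with CompE 1 at 0.769, followed by DMSO 1 with CompE 2 at 0.684 and CompE 1 with CompE 2 at 0.681, while the DMSO pair reached 0.517. The Jaccard index depends on list length, and as a share of the regions of the shorter list the order was another, from 87.6% for DMSO 1 with CompE 1 to 91.8% for the DMSO pair, with 90.4% for the CompE pair. With 4 libraries these counts have no test. The CompE and DMSO counts were 34287 and 5088 without DMSO 1, 4653 and 15260 without DMSO 2, 10414 and 2723 without CompE 1, and 19923 and 1755 without CompE 2.

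**Figure D1:**
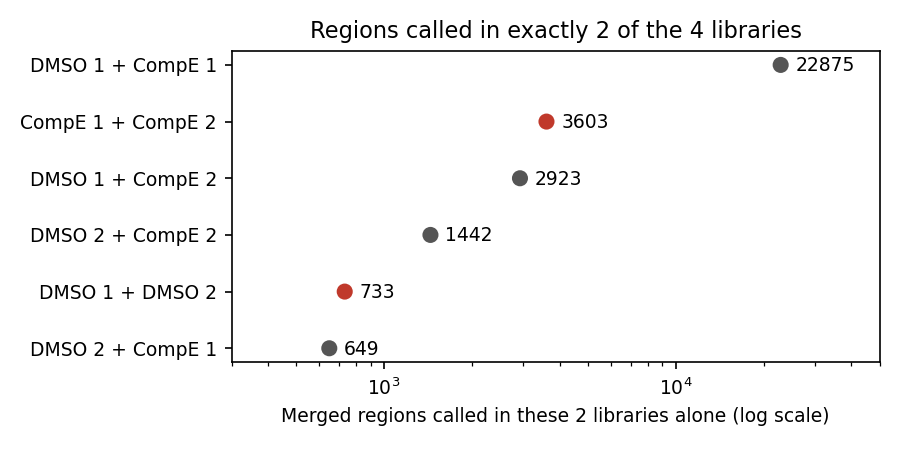
Merged ATAC regions called in exactly 2 of the 4 libraries, on a log axis. Each point is the number of regions for 1 pair of libraries. Red marks the pairs that share a treatment. The pair DMSO 1 and CompE 1 stands highest at 22875 regions, and the treatment pairs stand at 3603 and 733.

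Around the study's loci and the Notch targets, 7 regions followed treatment, at Dll1, Hes5, Lfng, Neurod6 and Nrarp. Over all 189131 regions, 1.91% were called in both CompE libraries alone and 0.39% in both DMSO libraries alone. The 7 regions are therefore described and not taken as a response to compound E. A peak inside Hes5 (ENSMUSG00000048001), on chromosome 4 from 154961331 to 154961892 over coding sequence and 408 bp downstream of the start site, was called in both CompE libraries alone, beside a promoter peak from 154960426 to 154961259 that all 4 libraries held. At Dll1 (ENSMUSG00000014773), a Notch ligand made by nascent hair cells, an intergenic region on chromosome 17 from 15329640 to 15330728, 46144 bp downstream of its first start site, was called in both CompE libraries alone. A short peak over the Dll1 first exon (15376672 to 15377233) was called in both DMSO libraries alone, where the other 6 were called in both CompE libraries alone. Around Atoh1 (ENSMUSG00000073043), the factor that initiates hair cell differentiation, the promoter region and a downstream region on chromosome 6 from 64734110 to 64735146 were called in all 4 libraries.

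No gene was called for peak coverage between treatments in the main limma fit with Benjamini-Hochberg adjustment. That fit had little power, since on simulated data it called 0 of 200 genes changed 2-fold and 10.5% of those changed 4-fold. Of 27603 genes tested, 0 were called, 415 (1.5%) had an unadjusted p under 0.05, and the smallest adjusted p from limma was 1. Coverage around Neurod6 was 5614 and 5985 scaled bp in CompE 1 and 2 against 5576 and 2744 in DMSO 1 and 2 (log2 difference 0.54, SE 0.36, limma adjusted p 1). Dll1 had 8603 and 9319 bp against 7389 and 7018 (log2 difference 0.31, SE 0.24), and Hes5 had 15363 and 10575 against 16140 and 12707 (log2 difference -0.17, SE 0.22). For the other loci singled out by the study the log2 differences were -0.018 for Atoh1, -0.18 for Pou4f3, -0.035 for Gfi1, -0.12 for Nhlh1, -0.028 for Jag2, -0.23 for Hes6, -0.16 for Heyl and -0.24 for Hey1. For the remaining Notch targets they were -0.11 for Hes1, 0.069 for Hey2, 0.010 for Lfng and -0.011 for Nrarp. The 5 genes with the smallest p toward more coverage with compound E were Gm50311, AV064505, Gm34853, the ryanodine receptor gene Ryr3 (log2 difference 0.86, SE 0.26) and 9430069I07Rik. Toward less coverage they were 4930474N09Rik (log2 difference -1.13, SE 0.34), Gm12292, Atp11b, Spin2f and Gm20655. None of these passed the adjustment. Without DMSO 1, leaving DMSO 2 as the only control and assuming that it varied like the CompE pair, 2188 genes were called (1205 with more coverage and 983 with less), against 6 without DMSO 2, 1 without CompE 2 and 0 without CompE 1. Within a 10 kb window 17 genes were called, all toward more coverage. Adding the replicate number as a block called 50 genes toward more coverage and 5 toward less. With the block, 1495 genes (5.42%) had an unadjusted limma p under 0.05, a larger share than the 1.5% of the main fit.

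**Figure D2:**
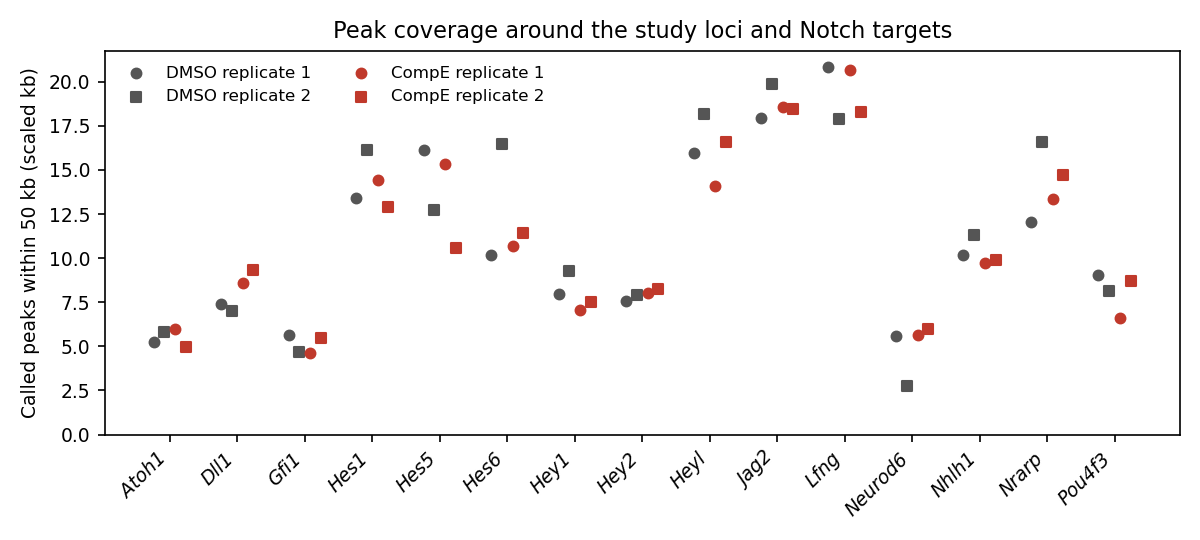
Base pairs of called ATAC peaks within 50 kb of the start sites of the study's loci and of Notch target genes, in kb scaled to the same total per library. Circles are replicate 1 and squares replicate 2, grey for DMSO and red for CompE. At Neurod6 the DMSO 2 point lies at 2744 bp, below the other 3 libraries, and no locus passed the limma test.

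Peak coverage around the Notch and hair cell lists lay near that of random lists. The median log2 difference was -0.11 for Notch targets (2 of 7 above 0, percentile 32.9 of random lists), -0.019 for pathway components (10 of 22, 87.5), -0.048 for hair cell regulators (5 of 16, 48.1), -0.045 for supporting and prosensory genes (6 of 14, 68.2) and -0.046 for housekeeping genes (5 of 14, 69.3). The study's loci stood at -0.12 (2 of 11, 17.1) and its migration genes at 0.061 (3 of 4, 92.0); both sets were chosen by the study on these samples and are not independent evidence. Adjusted over the list alone, 0 genes of any list passed in the main fit, as over all genes tested. Among cell type markers the highest medians were those of Reissner's membrane (0.44, 3 genes, percentile 99.5) and of lateral nonsensory epithelium (0.22, 7 genes, 99.8), and the lowest was that of erythroid cells (-0.30, 4 genes, 3.5). Single libraries moved these values. Without DMSO 2 the Reissner's membrane median was 0.091 and the erythroid median -0.043, which was no longer the lowest, and without DMSO 1 the lateral nonsensory median was 0.082 and the erythroid median -0.56. Without CompE 1 the Reissner's membrane median was 0.26. Within a 10 kb window the medians were 0.11 for Reissner's membrane, -0.075 for lateral nonsensory epithelium and -0.56 for erythroid cells. Medians of the other marker lists lay between -0.16 for melanocytes and 0.055 for skeletal muscle.

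In the control library DMSO 2, hair cell-like nuclei made up 94 of 5054 nuclei (1.86%, 95% interval 1.51 to 2.27), Deiters/pillar-like nuclei 91 (1.80%, 1.45 to 2.21) and inner phalangeal/border-like nuclei 49 (0.97%, 0.72 to 1.28). Mesenchyme-like nuclei formed 16.1%, glia-like 6.91%, lateral nonsensory-like 2.69%, neuron-like 1.21%, Reissner's membrane-like 1.07%, cycling 0.67%, endothelial-like 0.63% and macrophage/immune-like 0.51%. The mesenchyme-like share was 7.5% at clustering resolution 2, and the cycling share was 2.74% with at least 1000 UMIs and 1000 peak counts per nucleus. The hair cell-like class joined a cluster of 66 nuclei led by Myo3a and a cluster of 28 nuclei led by Fgf8, Slc17a8 and Otof. Another 3315 nuclei (65.6%, in 11 clusters) were left unnamed, among them clusters led by Epyc, Otoa or Tectb, 291 nuclei at a median of 20775 UMIs, and 285 nuclei at a median of 834 UMIs led by the heat shock genes Hspa1a and Hspa1b with globins. The conditions added after the clusters were seen left 371 globin-led nuclei (7.34%, 6.64 to 8.09) and a cluster of 138 nuclei nearest to pericytes without a name. Median depth was 12507 UMIs in hair cell-like, 4840 in Deiters/pillar-like and 4903 in inner phalangeal/border-like nuclei.

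Notch target genes were about an order of magnitude lower in hair cell-like than in Deiters/pillar-like nuclei. Summed over the list, their ratio was 0.0904 (0.0704 to 0.115), and 7 of 7 genes were lower. Hes5, a transcriptional repressor that is a direct Notch target, reached 16.2 CPM in hair cell-like and 179.5 CPM in Deiters/pillar-like nuclei (ratio 0.0900, 0.0518 to 0.149). The ratio was 0.0447 for Hey1 (0.0198 to 0.0889), 0.0541 for Hey2 (0.0208 to 0.119), 0.0695 for Lfng (0.0382 to 0.119), 0.187 for Hes1 (0.0892 to 0.371), 0.209 for Heyl (0.0825 to 0.489) and 0.298 for Nrarp (0.118 to 0.721). Ligands and receptors were split between the classes. Of 20 measured pathway components, 7 were higher in hair cell-like nuclei, 6 were lower and 7 had intervals that spanned 1. The receptors Notch1 (0.0481, 0.0278 to 0.0786) and Notch3 (0.0794, 0.0466 to 0.129) and the ligand Jag1 (0.0371, 0.0267 to 0.0504) were lower, and the ligand Jag2 was higher (30.6-fold, 13.9 to 83.8). The ligands Dll1 (45 UMIs), Dll3 (145) and Dll4 (32) had 0 UMIs in Deiters/pillar-like nuclei and were at least 6.26-fold, 20.2-fold and 4.45-fold higher in hair cell-like nuclei.

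Among hair cell regulators 13 of 16 genes were higher in hair cell-like nuclei. Atoh1 had 222 UMIs against 1 (ratio 92.6, 16.5 to 3673), Pou4f3 had 347 against 2 (72.4, 19.9 to 599.8), and Gfi1, a zinc finger repressor downstream of Atoh1, had 116 against 0 (at least 16.1-fold). The splicing factor gene Srrm4 had 648 UMIs against 2 (135, 37.3 to 1118). Ikzf2 (0.250, 0.112 to 0.537), Isl1 (0.544, 0.425 to 0.698) and Eya1 (0.559, 0.505 to 0.619) were lower in hair cell-like nuclei. Of 13 supporting and prosensory genes 11 were lower, such as Sox2 (0.16, 0.115 to 0.219), Sox9 (0.106, 0.0723 to 0.151) and the cell cycle inhibitor Cdkn1b (0.120, 0.0761 to 0.185), while Pax2 had 230 UMIs against 0 and was at least 32.0-fold higher. Of the study's 4 migration genes, Fgf8, Pak3 and Anks1 were higher and Ccbe1 lower. Housekeeping genes had a summed ratio of 0.775 (0.741 to 0.811), with 3 higher, 4 lower and 7 spanning 1.

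**Figure D3:**
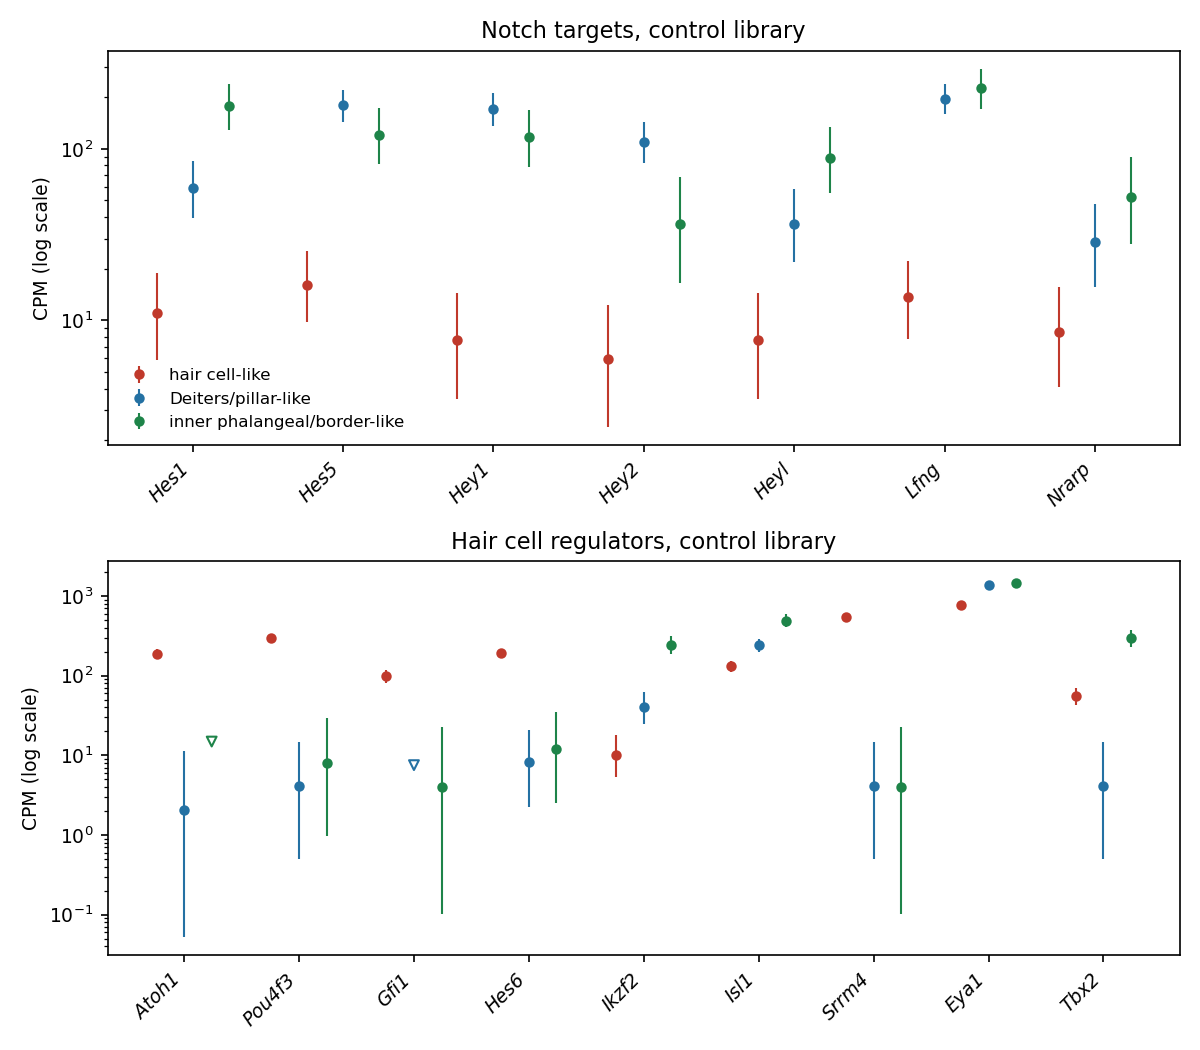
Expression of Notch target genes and of a selection of hair cell regulators in 3 classes of control nuclei, in CPM on log axes. Points are summed levels with exact 95% Poisson intervals, which cover counting error only, and open triangles mark the upper bound where a class had 0 UMIs. Hair cell-like nuclei lie lowest for all 7 Notch targets; Hes5 stands at 16.2 CPM there and at 179.5 CPM in Deiters/pillar-like nuclei.

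UMIs of Atoh1 and Pou4f3 were close to background in supporting cells. Atoh1 was detected in 79.8% of hair cell-like nuclei (70.3 to 87.4), in 1.1% of Deiters/pillar-like nuclei (1 nucleus, 0.030 to 5.97) and in 0 of 49 inner phalangeal/border-like nuclei, where a limit of 3 nuclei allows up to 6.12% of nuclei with a UMI. In glia-like nuclei, which should lack the gene, 0 of 349 held a UMI at a median depth of 1954. Pou4f3 was detected in 86.2% of hair cell-like, 2.20% of Deiters/pillar-like (0.27 to 7.71), 4.08% of inner phalangeal/border-like (2 nuclei, 0.50 to 14.0) and 0.57% of glia-like nuclei (0.070 to 2.05). After thinning to 2000 UMIs per nucleus, Atoh1 was detected in 29.8% of hair cell-like nuclei (20.8 to 40.1) and in 0 of 87 Deiters/pillar-like nuclei, and Pou4f3 in 45.7% and in 0 of 87, with 4 shallower Deiters/pillar-like nuclei left out. Hes5 was detected after thinning in 2.13% of hair cell-like, 23.0% of Deiters/pillar-like, 24.5% of inner phalangeal/border-like and 0.62% of glia-like nuclei; of the glia-like nuclei 187 were too shallow to enter.

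The classes also differed in genes kept out of the clustering. Of 4233 such genes, 397 were higher in hair cell-like nuclei and 339 higher in Deiters/pillar-like nuclei, with intervals beyond 2-fold. The largest ratios toward hair cells included those of Dpp6, Loxhd1, Ryr2, Khdrbs2, Myo16, Gas6, Rims2, Myo3a and Atp2b2. Among these were the stereociliary gene Loxhd1 (647 UMIs against 0, at least 89.9-fold), the plasma membrane calcium pump gene Atp2b2 (334 against 0, at least 46.4-fold) and Rims2, a gene of the presynaptic active zone (4374 against 5, 365-fold, 156 to 1124). The 10 ranked highest toward Deiters/pillar-like nuclei were Trhr, Egfr, 4930523C07Rik, Cysltr2, Masp1, Gm12602, Nkain3, Tram2, Nav2 and Pkd2l1. The ratio was at least 45.6-fold for the receptor gene Trhr, at least 36.0-fold for Egfr and 198-fold for 4930523C07Rik (53.9 to 1647).

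Deiters/pillar-like and inner phalangeal/border-like nuclei had similar total levels of Notch targets, with a summed ratio of 0.954 (0.803 to 1.14), but individual targets differed. Hey2 was higher in Deiters/pillar-like nuclei (3.04-fold, 1.49 to 6.99), whereas Hes1 (0.333, 0.201 to 0.545) and Heyl (0.414, 0.209 to 0.808) were lower, and Hes5, Hey1, Lfng and Nrarp had intervals that spanned 1. Of 12 measured supporting and prosensory genes, 3 were higher in Deiters/pillar-like nuclei, 3 were lower and 6 spanned 1. The higher ones are known to be induced by fibroblast growth factor signalling: Etv5 had 69 UMIs against 5 (6.98-fold, 2.85 to 22.2), Etv4 had 28 against 1 (14.2-fold, 2.34 to 579), and Spry2 was 1.99-fold higher (1.29 to 3.15). The lower ones were Cdkn1b, Id3 and the growth factor gene Fgf10 (0.335, 0.254 to 0.440). Of 14 measured pathway components, Psen2, which encodes a catalytic subunit of γ-secretase, was higher (4.15-fold, 2.15 to 8.97), 4 were lower, including Maml2, Numb and Adam10, and 9 spanned 1. Of 5 measured hair cell regulators, 4 were lower in Deiters/pillar-like nuclei, including Tbx2, Ikzf2 and Isl1, and Eya1 spanned 1. Tbx2, a T-box factor of the inner hair cell and inner supporting cell region, had 2 UMIs against 73 (0.0139, 0.00165 to 0.0519).

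Of 2498 genes kept out of the clustering, 78 were higher in Deiters/pillar-like and 65 in inner phalangeal/border-like nuclei with intervals beyond 2-fold. The 10 ranked highest toward Deiters/pillar-like nuclei were Cntn1 (at least 34.1-fold), Tns1, D430041D05Rik, Gm12602, Cep41 (94.8-fold, 26.1 to 786), Daam2, Nuak1, Pkd2l1, Rap1gap2 and Mgat3 (at least 6.24-fold). The 10 largest toward inner phalangeal/border-like nuclei were Sema3d, Gjb6, Ano1, Rims2, Grm7, Gria4, Wfdc12, Rbfox1, Gad1 and Rasl11b. Among these were the connexin 30 gene Gjb6 (80 UMIs against 2, 79.1-fold, 21.2 to 664) and the calcium-activated chloride channel gene Ano1 (567 against 22, 51.0-fold, 33.3 to 82.0).

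Between hair cell-like and Deiters/pillar-like nuclei, promoter accessibility of the Notch target, hair cell regulator and supporting cell lists differed in the same direction as RNA, by smaller ratios. Promoters of Notch targets held fewer fragments in hair cell-like than in Deiters/pillar-like nuclei (ratio 0.578, 0.482 to 0.693), led by Hes5 with 7 fragments against 33 (0.165, 0.0616 to 0.379) and Hes1 with 27 against 53 (0.396, 0.239 to 0.641). The Hey1 promoter did not differ at this depth (68 against 54 fragments, ratio 0.979, 0.675 to 1.43), although its RNA was far lower. Promoters of hair cell regulators held more fragments (1.45, 1.23 to 1.71), those of supporting and prosensory genes fewer (0.722, 0.630 to 0.827), and those of housekeeping genes about as many (0.987, 0.857 to 1.14). The promoter interval of Jag2 held more fragments in hair cell-like nuclei (2.57-fold, 1.59 to 4.29). It spans start sites from 112910368 to 112929776 on chromosome 12 and takes in peaks inside the gene, such as that from 112923865 to 112924901. The value therefore does not separate the promoter from these peaks. List ratios likewise include genes with wide intervals, such as Srrm4 and Bmpr1b. The promoter of Nhlh1, a neuronal helix-loop-helix gene, had 29 fragments against 0. For Hes6 the interval spanned 1 (1.24, 0.781 to 1.99), while its RNA was 23.6-fold higher (9.08 to 87.2). Over all peaks within 50 kb, Pou4f3 (3.64, 2.10 to 6.70) and Atoh1 (2.49, 1.69 to 3.75) were higher, and Hes1 (0.461, 0.335 to 0.629), Lfng (0.476, 0.368 to 0.613) and Hey1 (0.536, 0.405 to 0.708) were lower. The promoters of Pou4f3, Gfi1 and Neurod6 had no called peak in this library and gave no value.

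Between the supporting cell classes, promoter fragments of Notch targets had a ratio of 0.957 (0.802 to 1.14). Promoters of supporting and prosensory genes held more fragments in Deiters/pillar-like nuclei (1.203, 1.035 to 1.399), whereas the summed RNA of this list was lower there (0.909, 0.835 to 0.9905). The accessibility interval spanned 1 with the promoter flank widened to 2000 bp (1.114, 0.9745 to 1.274) and with at least 1000 UMIs and 1000 peak counts per nucleus (1.152, 0.9969 to 1.333). For hair cell regulators the promoter ratio was 0.852 (0.702 to 1.035) and that of RNA 0.649 (0.587 to 0.717). No locus among the study's loci and Notch targets had an interval that excluded 1, at the promoter or within 50 kb. Across genes kept out of the clustering, the log ratios of RNA and of promoter fragments had a rank correlation of 0.298 over 4105 genes for hair cell-like against Deiters/pillar-like nuclei, 0.292 over 3824 genes for hair cell-like against inner phalangeal/border-like nuclei and 0.157 over 2450 genes for the supporting cell classes. These correlations are across genes, which are not independent replicates. Genes with RNA at least 2-fold higher in hair cell-like than in Deiters/pillar-like nuclei (789 genes) had a median log2 fragment ratio of 0.30, and genes at least 2-fold lower (588 genes) had -0.28.

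**Figure D4:**
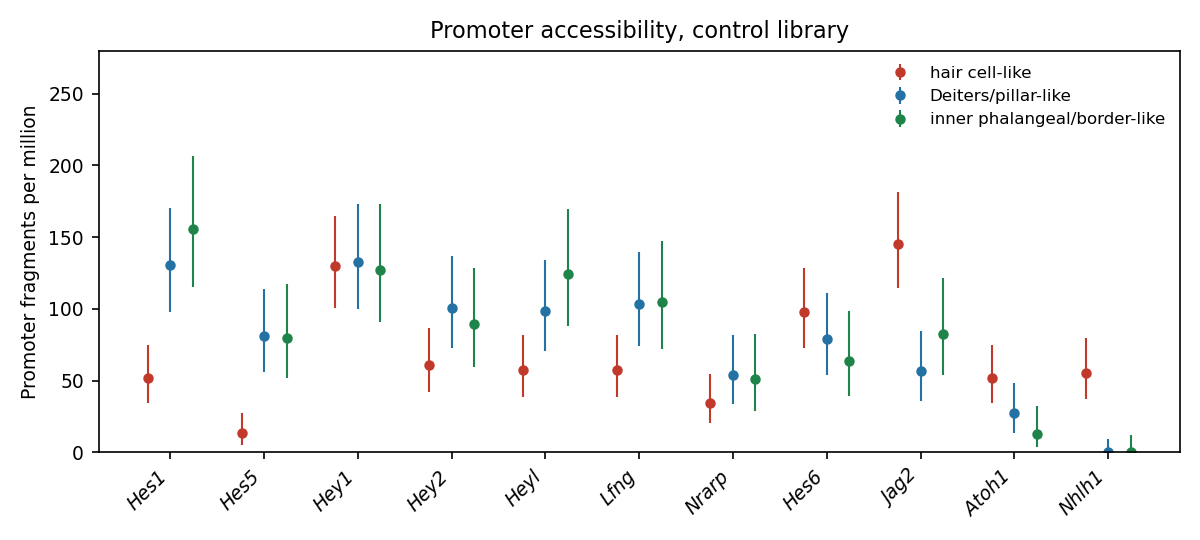
ATAC fragments in promoter peaks, scaled to the fragment total of each class, for Notch targets and 4 loci of hair cells (Hes6, Jag2, Atoh1 and Nhlh1) in 3 classes of control nuclei. Points carry exact 95% Poisson intervals, which cover counting error only. The promoter interval of Jag2 takes in peaks inside the gene. Hes5 lies lowest in hair cell-like nuclei with 7 fragments, and Nhlh1 has 29 fragments there and 0 in Deiters/pillar-like nuclei.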

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

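Of 214 alternative values for 50 main results, 178 kept their size within the limits set and 36 moved. Of 716 values for single genes, classes, marker lists and region sets, 655 stayed and 61 moved. No ratio between cell classes whose interval excluded 1 changed direction. Medians of lists have no test of their own, and 13 of 70 alternative medians of the 7 lists (in 5 lists) and 33 of 180 of the 18 marker lists (in 13) had the other sign than the main value. Rank correlations of RNA with accessibility and all accessibility ratios kept their size in every alternative run, but some intervals came to span or to exclude 1. For the study's loci, hair cell-like over Deiters/pillar-like, the 50 kb interval was 1.025 to 1.249 and spanned 1 at resolution 2 (0.9926 to 1.207). Their promoter interval was 0.957 to 1.38 and excluded 1 with at least 1000 UMIs and 1000 peak counts (1.064 to 1.542). Among treatment results, the count of genes called by limma was 0 with the larger pseudocount, quantile normalization, the number of peaks and no filter, and 17 with a 10 kb window, where 22353 genes were tested; it ranged from 0 to 2188 over the fits without 1 library. Median log2 differences over those fits ranged from -0.24 to -0.026 for Notch targets, -0.088 to 0.060 for pathway components, -0.14 to -0.021 for hair cell regulators, -0.18 to 0.058 for supporting and prosensory genes, -0.14 to -0.038 for the study's loci, -0.048 to 0.20 for its migration genes and -0.20 to 0.056 for housekeeping genes. With the 10 kb window the median was -0.20 for Notch targets, -0.045 for pathway components, -0.042 for hair cell regulators, -0.14 for supporting and prosensory genes, 0.011 for the study's loci, 0.020 for its migration genes and -0.18 for housekeeping genes. Regions of both CompE libraries alone ranged from 4653 to 34287 without 1 library and regions of both DMSO libraries alone from 1755 to 15260, since leaving out a library drops what was asked of it, presence for its own treatment and absence for the other. Taking the widest peaks up to the length of the shortest list gave 2781 DMSO regions and 4660 CompE regions. Genes with a promoter peak by treatment ranged from 141 to 960 for CompE and from 72 to 298 for DMSO. Where the cause is not named, it was not tested.

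The replicate number as a block in limma called 55 genes (50 with more coverage with compound E and 5 with less). Deviations of same-numbered libraries from their treatment means correlated at 0.313 over genes. Peaks wider than 1000 bp were 6.08% in DMSO 1 and 5.86% in CompE 1, against 39.1% in DMSO 2 and 28.9% in CompE 2. DMSO 1 and CompE 1 alone shared 22875 regions, and DMSO 2 and CompE 2 alone shared 1442. There are only 2 pairs and no label ties the numbers to a shared litter or day, so that the main fit did not pair the libraries. Whether the numbers pair them stays open, and the count of 0 genes in the main fit depends on leaving the block out.

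In DMSO 2, hair cell-like nuclei were 2.43% with doublets kept and 2.30% at resolution 2. With doublets kept, the ratio of hair cell-like to Deiters/pillar-like nuclei was 0.385 for supporting and prosensory genes, 6.90 for the study's migration genes and 0.813 for housekeeping genes. Depth limits the small classes most, and genes with few UMIs or promoters with few fragments have intervals too wide to exclude equal levels.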

Other observations

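The test of list length, the comparison without the 10% of regions richest in supporting cell-like fragments, the mirrored RBPJ comparison and the comparisons with further region sets were chosen after the patterns had been seen, as was the use of intervals that resample regions. The explanation by fewer supporting cell nuclei was added after the share and RBPJ excesses had been seen and before its own result, and its wording was narrowed to the whole cause of the RBPJ excess afterwards. The intervals treat regions as units although only 4 libraries underlie them, and they are not adjusted for the 3 biological hypotheses tested.

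In several regions called in both DMSO libraries alone, supporting cells of DMSO 2 gave far more than their overall share of fragments. Deiters/pillar-like and inner phalangeal/border-like nuclei were 2.77% of nuclei and gave 2.87% of all peak fragments. In an intergenic region on chromosome 2 from 172083011 to 172083926 they gave 37 of 66 fragments (56.1%, 43.3 to 68.3), and in a region 16 bp from the start of the long noncoding gene 4930474N09Rik (chromosome 12, 99162825 to 99163871) they gave 29 of 78 (37.2%, 26.5 to 48.9). A region inside the kinesin gene Kif1b over an internal exon (chromosome 4, 149269340 to 149270278) gave 27 of 66 (40.9%, 29.0 to 53.7), and a region 2783 bp from the start of Cyp2c69 (chromosome 19, 39889583 to 39890862) gave 39 of 79 (49.4%, 37.9 to 60.9). Each of these 4 regions held a match to the RBPJ motif YRTGRGAA, the site bound by the DNA-binding partner of Notch, as did 8 of the 10 regions ranked highest by the lower end of the interval, among regions with at least 20 fragments, against 37.7% of all 732 regions of both DMSO libraries alone on assembled chromosomes. The 4 regions named are the first of that ranking, and their intervals ignore this selection. No other set of regions was ranked in this way, and the reversed motif was not counted in the 10 regions. The 8 of 10 therefore cannot tell a loss with compound E from a trait of supporting cell regions in any set.

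The CompE libraries shared 4.92 times as many regions alone as the DMSO libraries did, and 1.68 times as many (4660 against 2781) with each list reduced to its widest peaks up to the length of the shortest. This cut equalizes length and not depth, since peak width itself differed between libraries. With it, regions of DMSO 2 alone rose from 4355 to 21599, and those of all 4 libraries fell from 80147 to 42400. The shorter list of DMSO 2 stays a candidate explanation. With DMSO 1 in the place of CompE 1, the count shared with CompE 2 alone was 2923 against 3603, a ratio of 1.23. The limit for this ratio was set when the counts were already known, so the comparison describes them and tests nothing. A gain of sites for Atoh1 was not seen in the comparison made but stays open. The E-box RRCAKMTGKY was 1.08 times as frequent per kb in regions of both CompE libraries alone as in regions of DMSO 1 and CompE 2 alone (0.968 to 1.20), against 1.07 for the reversed motif. No interval was computed against other region sets. Sites per kb were 0.209 in regions of both CompE libraries alone, and other sets lay on either side. They ran from 0.166 for both DMSO libraries alone to 0.235 for DMSO 1 and CompE 1 alone.

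Regions of both DMSO libraries alone were set against regions of DMSO 2 and CompE 1 alone, which also need a call in the shortest list. Supporting cell-like nuclei gave a share of fragments 1.41 times as high in the first set (1.23 to 1.62), with a ratio of 0.896 for hair cell-like nuclei. Without the 10% of regions with the most such fragments the ratio was 1.19 (1.06 to 1.33). The share was 1.84 times as high as in regions of DMSO 2 and CompE 2 alone (1.62 to 2.08). Loss of supporting cell regions or fewer supporting cell nuclei with compound E could both raise it. The sets differ by DMSO 1 in the place of CompE 1 or CompE 2, so treatment cannot be told apart from other differences between these libraries. RBPJ sites per kb were 1.30 times as frequent (1.1 to 1.54; 0.964 for the reversed motif), and 1.34 times as frequent as in regions of both CompE libraries alone (reversed motif 1.101), 1.25 times as in those of DMSO 2 and CompE 2 alone (1.101), 1.19 times as in those of DMSO 1 and CompE 2 alone (1.09) and 1.32 times as in those of all 4 libraries (1.23). The lower interval end exceeded the reversed-motif ratio only against DMSO 2 and CompE 1 alone (1.1) and both CompE libraries alone (1.183). That end lay below it against DMSO 2 and CompE 2 alone (1.092), DMSO 1 and CompE 2 alone (1.045) and all 4 libraries (1.18). Against regions of DMSO 1 and CompE 1 alone the ratio itself was 1.13 (1.02 to 1.25) beside 1.16 for the reversed motif. Loss of RBPJ-bound regions therefore stays an open hypothesis. Within 5 groups of regions of like share, the ratio against regions of DMSO 2 and CompE 1 alone was 1.34 (1.12 to 1.60). Shares per region rest on few fragments (median share 2.56% and 2.26% in the 2 sets), so the match is imperfect and the groups differ partly by counting error. The comparison therefore cannot tell whether fewer supporting cell nuclei in the CompE libraries are the whole cause of this excess. In the mirrored comparison, regions of both CompE libraries alone held 0.886 times the RBPJ sites per kb of regions of DMSO 1 and CompE 2 alone (0.819 to 0.961) and 0.847 times those of DMSO 1 and CompE 1 alone (0.797 to 0.899), but 0.971 times those of DMSO 2 and CompE 1 alone (0.845 to 1.12), 0.935 times those of DMSO 2 and CompE 2 alone (0.849 to 1.03) and 0.989 times those of all 4 libraries (0.931 to 1.04), and this deficit depends on the regions compared.

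DMSO 2 stood apart from the other 3 libraries in peak coverage. It lay at 77.2 on the first principal component (71.2% of variance), with the others between -33.7 and -11.6. In fits of 1 library against 2, where the single library has no spread of its own and is assumed to vary like the pair, DMSO 2 gave 254 genes called by limma against DMSO 1 and CompE 1 and 2287 against DMSO 1 and CompE 2, beside the 2188 against both CompE libraries. Each other library gave between 0 and 35, and 6, 18 and 16 where DMSO 2 was not in the pair. The genes called once DMSO 1 was left out may therefore belong to DMSO 2 and not to the treatment. CompE 2 stood apart on the second component (40.6, 19.4% of variance), with exactly 20000 barcodes.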
